A study of Neurospora crassa with 12 samples. Its data were reported in "Secondary Metabolism Gene Clusters Exhibit Increasingly Dynamic and Differential Expression during Asexual Growth, Conidiation, and Sexual Development in Neurospora crassa" (2022).

How the data were processed

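Gene expression was measured by RNA-seq in 12 libraries of *Neurospora crassa* conidia germinating on Bird medium, 3 for each of 4 stages. Groups and replicate numbers were taken from the sample titles. The characteristics field of the later samples gives times that differ from the titles (120, 240 and 360 min in place of 60, 120 and 240 min), and the source name field names another medium. The titles fit the times that the methods give for this medium and temperature, so they were used.

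The authors prepared strand-specific libraries from oligo(dT)-selected RNA, sequenced both ends, trimmed the reads and aligned them with HISAT2 to the OR74A genome, assembly NC12. Alignments of low mapping quality were removed. The deposited counts per gene were made by the authors with StringTie and its script for count tables, which turns coverage into read counts, so a count is an estimate that depends on the read length set there. That setting is not given in the sources used here. The authors' deposited LOX table gives relative expression per gene and stage as a ratio to the lowest stage (1 in that stage), with distances to the interval bounds in the same ratio unit, pooled over the 3 libraries, so that it carries no SD of its own. It was used to compare directions and whether intervals overlap between stages. Gene symbols, biotypes and positions came from a RefSeq gene table of the same assembly, in which 10590 of the 10592 identifiers were found and 1118 had a symbol.

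Depth was 42996748 to 71990884 counts per library. Genes were kept by edgeR's filterByExpr with the stage as group, which left 8330 genes, and the 2262 others held 0.00363% of the counts. Libraries were scaled by TMM. A model with stage as the only term was fitted to all 12 libraries with edgeR 4.0.16 in R 4.3.3, tested by quasi-likelihood F tests, and adjusted by the Benjamini-Hochberg method over the genes of a comparison, with an adjusted p under 0.05 as the threshold. Log2 fold changes are given with the standard error derived from the fold change and its F statistic. CPM values are means over the 3 libraries of a stage on TMM-scaled totals, with their SD. For a gene without a count at a stage, the fold is a lower bound against 3 counts over that stage. The p-values of single genes cover only the spread between these libraries, and bounds from counts cover counting error only. The exact tests and random lists described below take genes as units, and camera compares a set with other genes. Neighbouring genes of a cluster are not independent, which these p-values do not fully cover.

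SMC membership followed the study's list of 177 genes. The share of changed SMC genes and the share of falls among changed genes were compared with those of other genes by Fisher's exact test, adjusted over the 6 tests of the 3 successive steps. SMCs with at least 2 tested genes and gene lists with at least 3 were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with adjustment over the sets of a step, and again with an estimated correlation and with fry. The 16 hand-written lists held 139 genes, of which 1 was left out because the reference gives it the name of another gene, and 9 further lists were drawn by name from the reference. Of these lists 20 had enough genes. The lists for ribosome biogenesis, cytochrome P450 and autophagy had 1, 1 and 2 genes, and those for the mitochondrial ribosome and tRNA synthetases had none, so they were not tested as sets. The respiratory chain list matched complex I genes. Coordination within a SMC was compared with 10000 random lists matched on mean expression in 10 bins.

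The lists, the comparisons of successive stages and of 15 with 240 min, the alternatives and the rule for named genes were fixed before the data were examined. The rule names the SMC core enzyme genes, the 4 largest rises and 4 largest falls per step among genes with a symbol or product and the 2 largest among others (mean CPM of at least 10, at least 2-fold, no overlap between libraries), up to 3 changed genes per list, and up to 3 genes of a called SMC. For the whole course it names 3 rises and 3 falls. The exceptions, chosen after their values were seen, are NCU05759, NCU05760 and *per-1*, the profiles of *aod-1*, *pks-3* and *eas* at 60 and 240 min, and the genes in the account of technical explanations. The comparison of 60 with 240 min and the removal of rRNA genes, of whole stages from the fit and of list members without a symbol were added later.

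Alternatives were DESeq2 size factors, library size only, no filter and a filter of 5 CPM in 3 libraries, a 2-fold threshold, DESeq2 1.42.0, a fit of the 6 libraries compared, a block for the replicate number, and leaving out each library in turn. The procedure was tested on simulated counts. For the comparison of 60 with 240 min, run on 8257 genes, it recovered 82 of 100 genes changed 1.5-fold and 99 of 100 changed 2-fold and called 6 of 8049 unchanged genes. The changes were planted only in genes above a minimum expected count, with the spread estimated from these libraries. No genome sequence was used here, so GC content was not examined.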

Results

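Polyadenylated RNA was sequenced from germinating conidia, the asexual spores of *Neurospora crassa*, spread on cellophane over Bird medium at an elevated temperature. The 12 libraries fall into 4 stages with 3 libraries each, named here by the time in the sample titles. They are fresh spores at 15 min, first polar growth at 60 min, doubling of the longest axis at 120 min and the first hyphal branch at 240 min. A second label on the later samples gives 120, 240 and 360 min instead, so the stage order is shared by both labels but the exact times are not. Total counts per library ranged from 42996748 to 71990884, and 8506 to 8986 genes had a count. The file held 10592 genes, of which 8330 were tested. The study describes 3 biological replicates per stage, each pooled over plates, and p-values of single genes measure the spread between these 3. rRNA genes took 37.9% of the counts in replicate 2 at 120 min and 1.68 to 11.3% in the other libraries.

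The 15 min libraries stood apart from all later ones. The first principal component held 77.8% of the variance of log2 CPM and separated 15 min from the rest, and the second held 9.46% and separated 120 min from 60 and 240 min. The median distance between a 15 min and a 60 min library was 1.55 (root mean square of log2 CPM differences), between a 60 min and a 120 min library 0.681, and between a 60 min and a 240 min library 0.439. Libraries of the same stage differed by a median of 0.389 at 15 min, 0.436 at 60 min, 0.485 at 120 min and 0.447 at 240 min. Over the 4 stages 7020 of the 8330 tested genes changed (84.3%).

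**Figure D1:**
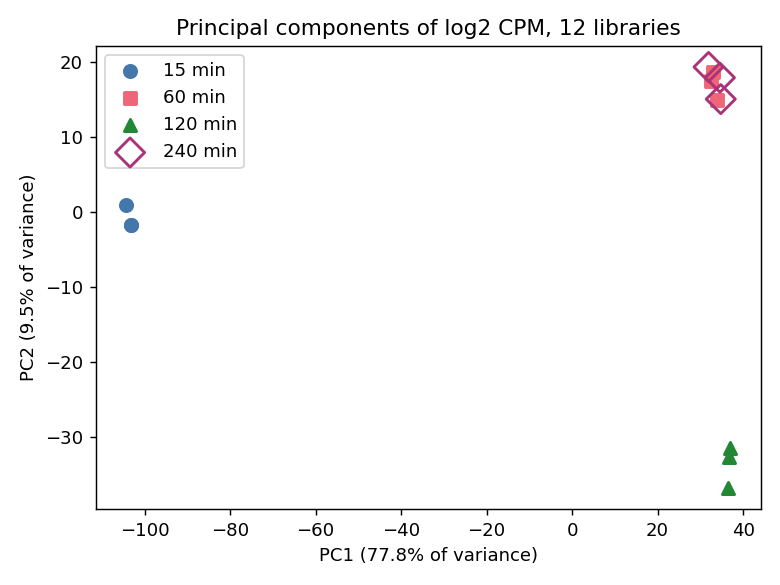
Each point is 1 library on the first (x) and second (y) principal component of log2 CPM, with the share of variance on each axis. The 60 min and 240 min libraries overlap near 32 to 35 on the first component, and the 120 min libraries lie at -31.5 to -36.8 on the second.

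The step from 15 to 60 min asked what changes as spores begin polar growth. Of 11 conidiation genes 10 fell, and 22 of 23 proteasome genes, 7 of 7 glycolysis and fermentation genes and 5 of 6 nitrogen genes rose. The set tests of these 4 lists gave adjusted p = 0.000522, 7.23e-09, 0.00763 and 0.0371, and 0.183, 0.0154, 0.389 and 0.183 with an estimated correlation. *eas* (NCU08457, chromosome II, 3570905 to 3572798), which encodes the hydrophobin coating of conidia, had 11117 ± 1050.4 CPM at 15 min and 58.5 ± 0.0232 CPM at 60 min (SD, n = 3), a log2 fold change of -7.57 ± 0.17 (SE, adjusted p = 2.09e-13). *ccg-1* fell by 5.96 ± 0.19 on the log2 scale and *ccg-13* by 6.37 ± 0.35 (adjusted p = 3.88e-12 and 1.01e-09). *con-13* had 7.99 ± 0.914 CPM at 15 min and no count at 60 min, which makes it at least 482-fold lower against a floor of 3 counts over the stage. The largest rises among genes with a symbol were *nit-6*, the nitrite reductase gene (NCU04720, chromosome VI, 534862 to 539145), with 0.548 ± 0.0872 CPM at 15 min and 44.8 ± 1.47 CPM at 60 min (log2 fold change 6.35 ± 0.10, adjusted p = 1.11e-14), *gh61-2*, a polysaccharide monooxygenase gene (1.04 ± 0.195 CPM at 15 min and 66.9 ± 10.5 CPM at 60 min), *tol*, a mediator of mating-type incompatibility (5.86 ± 0.20), and *Prm1*, a gene of plasma membrane fusion (5.77 ± 0.10), with adjusted p = 1.45e-12, 5.99e-12 and 1.57e-14. Of genes without a symbol, NCU12068 rose from 0.0275 to 80.8 CPM and NCU09562 from 0.133 to 272 CPM, while NCU09231 fell from 369 to 0.658 CPM. In total 3285 genes rose and 3153 fell, 6438 of the 8330 tested (77.3%), of which 1481 and 1501 changed at least 2-fold.

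Values that follow a gene name are log2 fold changes ± SE, and bare values after the counts of a list are the adjusted p of its set test. In the proteasome list, the only one called with an estimated correlation too, *rpn-3* rose by 3.35 ± 0.08 and *rpn-6* by 2.94 ± 0.06 on the log2 scale. The member that fell was *rpn-4*, from 499 ± 46.6 to 31.1 ± 1.12 CPM. This list was drawn by gene name, so a member such as *rpn-4* need not encode a proteasome subunit. Among glycolysis genes *pgk*, the phosphoglycerate kinase gene, had 62.6 ± 7.20 CPM at 15 min and 1798 ± 12.2 CPM at 60 min, and *emp-3* and *emp-7* had log2 fold changes of 2.88 ± 0.08 and 2.49 ± 0.12. The nitrogen genes that rose include the nitrate reductase gene *nit-3* (2.34 ± 0.09) and the nitrate transporter gene *nit-10* (1.95 ± 0.07), and 1 member of this list and 1 of the conidiation list went the other way. Of 8 light and clock genes 7 fell (adjusted p = 0.00763, 0.115 with an estimated correlation), among them the clock gene *frq* (-3.23 ± 0.10), the opsin gene *nop-1* (-4.33 ± 0.33) and the photoreceptor gene *wc-1* (-1.82 ± 0.30). Of 29 genes of respiratory complex I 22 fell and 1 rose (adjusted p = 0.00446, 0.462 with an estimated correlation), with *nuo14.8* at -1.61 ± 0.07. Dividing the 6 libraries of this step into 2 groups of 3 in each of the 10 possible ways gave at least the 6 called lists in 7 of them, the real one included. Every other split mixes the 2 stages in unequal numbers, so part of the stage difference stays in it. These splits therefore do not tell how many lists chance alone would give.

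Other lists were not called as sets at this step. All 7 cytosolic ribosome genes rose (set adjusted p = 0.162), as did all 6 cytoskeleton and motor genes (0.0695), including the actin gene *act* (1.61 ± 0.13). Of 11 polarity and signalling genes 7 rose (0.0521), with the MAP kinase genes *mak-1* and *mak-2* at 2.30 ± 0.06 and 2.07 ± 0.22 and the cell fusion gene *so* at 2.27 ± 0.11, and of 11 cell cycle and DNA genes 7 rose and 2 fell (0.0695), with the histone gene *hH2B* at 1.69 ± 0.06. Of 12 heat-shock genes 10 fell and 1 rose (0.0695), and the member that rose was the endoplasmic reticulum chaperone gene *grp78* (3.17 ± 0.12). Of 10 mating and sexual genes 7 fell and 3 rose (0.162), with *poi-2* falling from 105 ± 25.7 to 0.420 ± 0.151 CPM. Of 7 carbohydrate reserve genes 5 rose and 2 fell (0.219), with the glycogen synthase gene *gsy-1* up by 2.97 ± 0.07 and the trehalase gene *tre-1* at -5.71 ± 0.21. Of 5 oxidative stress genes 3 fell and 1 rose (0.224), with the catalase genes *cat-2* and *cat-3* at -5.77 ± 0.13 and -1.87 ± 0.16 and the superoxide dismutase gene *sod-1* at 1.85 ± 0.06. Of 7 sugar transport genes 4 fell and 2 rose (0.162), with the glucose transporter gene *hgt-1* at -4.47 ± 0.14 and the invertase gene *inv* at -4.83 ± 0.13. Of 5 glyoxylate and gluconeogenesis genes 3 fell and 1 rose (0.247), with the isocitrate lyase gene *acu-3* at -1.63 ± 0.11. Cell wall synthesis genes split 3 and 3 of 8 (0.963), and of 65 glycoside hydrolase genes 24 rose and 26 fell (0.858). Adjusted over the list alone, the number of changed members was the same as over all genes for each of the 20 lists.

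Secondary metabolite clusters (SMCs) are runs of neighbouring genes around a core enzyme gene. Of the 177 genes in 20 SMCs, 140 were tested. From 15 to 60 min 47 SMC genes rose and 67 fell, 114 in all and 114 adjusted over the list alone. The changed share was 81.4% for SMC genes and 77.2% for other genes (Fisher's exact test, two-sided p = 0.264, adjusted p = 0.264 over the 6 exact tests of the 3 steps), and the share of changed genes that fell was 58.8% against 48.8% (exact p = 0.0375, adjusted p = 0.075). Of 17 tested core enzyme genes 3 rose and 11 fell, and the list was not called as a set (adjusted p = 0.108). *al-2* (NCU00585, chromosome I, 7920916 to 7924255), encoding phytoene synthase and carotene cyclase, had 79.0 ± 7.0 CPM at 15 min and 12.1 ± 0.281 CPM at 60 min (-2.71 ± 0.07, adjusted p = 6.43e-13), while *al-3* (NCU01427, chromosome V, 4030155 to 4032913), encoding geranylgeranyl diphosphate synthase, had 22.6 ± 0.654 CPM at 15 min and 53.2 ± 0.936 CPM at 60 min (1.24 ± 0.06, adjusted p = 3.43e-10). The type III polyketide synthase gene *csy* rose by 2.70 ± 0.12, and NCU04531 by 1.32 ± 0.10. NCU08441, *lys-3* and *pks-3* had log2 fold changes of -2.33 ± 0.18, -1.72 ± 0.11 and -1.06 ± 0.10 (adjusted p = 4.41e-08, 7.38e-09 and 3.1e-07). Of 5 carotenoid genes 2 rose and 3 fell (0.542), with *cao-2* at -2.62 ± 0.07. By camera 0 of 19 SMCs were called as sets, with 1 at an unadjusted p under 0.05, and fry, which does not compare a cluster with other genes, called 17.

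**Figure D2:**
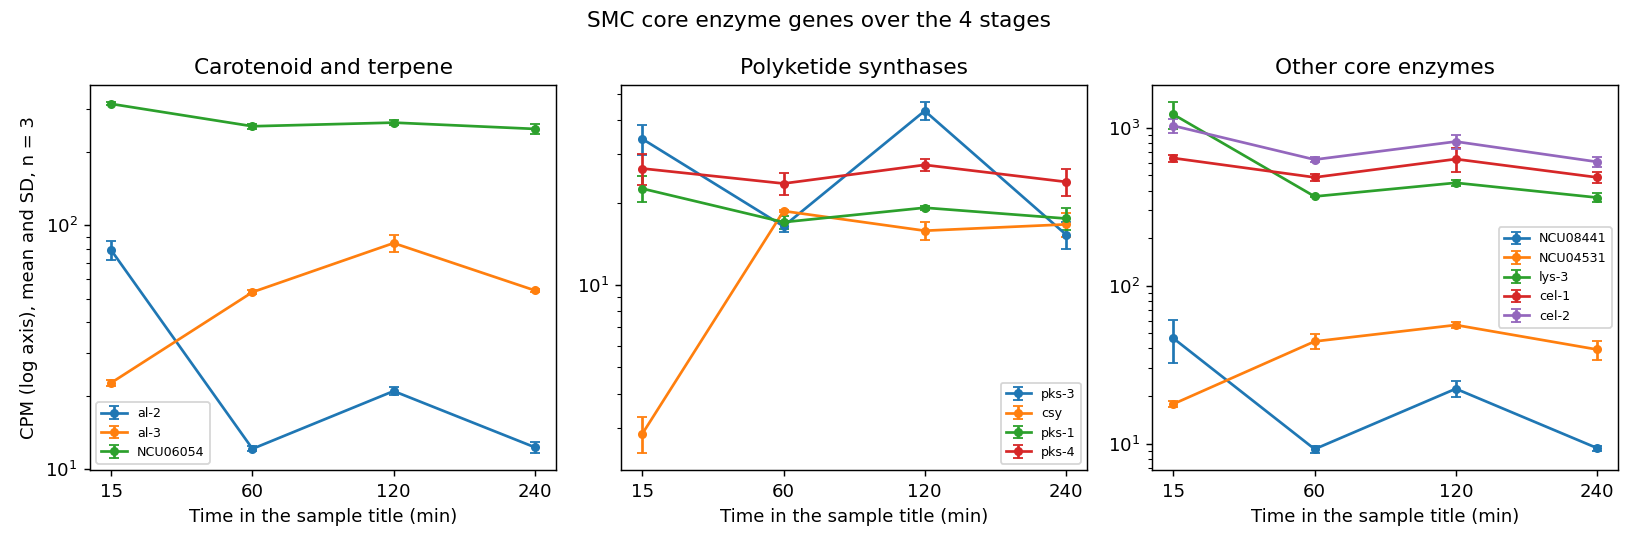
Mean CPM (log axis) with SD bars over 3 libraries for SMC core enzyme genes at the 4 stages, which are evenly spaced on the x axis and named by the time in the sample title in min. *al-2* has its highest mean at 15 min (79.0 CPM), and *pks-3* at 120 min (43.3 CPM).

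The step from 60 to 120 min asked what accompanies elongation. The alternative oxidase gene rose with 25 of 29 complex I genes, and *eas* fell with 5 other conidiation genes of 11. The set tests of these 2 lists gave adjusted p = 1.03e-10 and 0.0115, and 0.316 and 0.322 with an estimated correlation. This oxidase gene is *aod-1* (NCU07953, chromosome IV, 1234976 to 1237012), which had 60.6 ± 11.8 CPM at 60 min and 379 ± 24.9 CPM at 120 min (SD, n = 3), a log2 fold change of 2.64 ± 0.17 (SE, adjusted p = 1.44e-07). *poi-2* rose by 3.51 ± 0.35, *chit-1* by 2.48 ± 0.25 and *ada-6*, a transcription factor gene next to *pks-3*, by 1.93 ± 0.12 (adjusted p = 4.47e-06, 4.97e-06 and 1.3e-07). The level of *poi-2* went from 0.420 to 4.96 CPM, and it met the mean CPM of the naming rule through its 105 CPM at 15 min. NCU00265, without a symbol, had 5.78 ± 0.0970 CPM at 60 min and 213 ± 37.2 CPM at 120 min. *eas* fell from 58.5 ± 0.0232 to 5.25 ± 0.446 CPM (-3.48 ± 0.15, adjusted p = 6.04e-09), *con-8* and *con-6* had log2 fold changes of -2.89 ± 0.17 and -2.81 ± 0.17, and the catalase genes *cat-1* and *cat-3* -2.70 ± 0.15 and -2.66 ± 0.17 (adjusted p = 7.15e-08, 9.76e-08, 5.31e-08 and 1.25e-07). By the naming rule itself, the 3 libraries of one stage did not overlap the 3 of the other for genes named among the largest rises or falls. The genes changed from 60 to 120 min numbered 3247 of 8330 (39.0%), of which 1732 rose and 1515 fell, 265 and 229 of them at least 2-fold. With library size as the only scaling, which leaves the high rRNA share of replicate 2 at 120 min in the totals, 625 rose and 874 fell, and without that library 2913 genes changed.

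**Figure D3:**
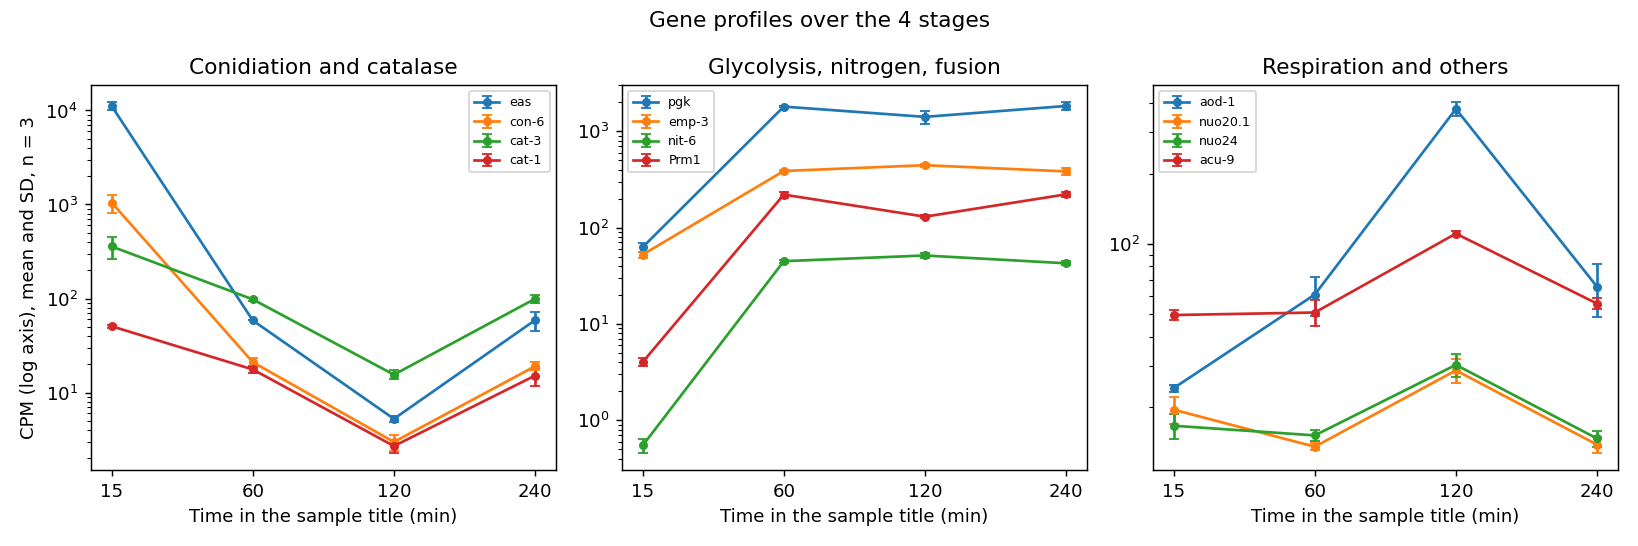
Mean CPM (log axis) with SD bars over 3 libraries at the 4 stages, evenly spaced on the x axis, for 12 genes in 3 panels. *eas*, *con-6*, *cat-3* and *cat-1* are lowest at 120 min, where *eas* has 5.25 CPM, and *aod-1* is highest there with 379 CPM.

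In the complex I list, where 1 gene fell from 60 to 120 min, *nuo20.1*, *nuo10.6* and *nuo24* rose by 1.09 ± 0.11, 1.02 ± 0.11 and 1.00 ± 0.10. Of 5 carotenoid genes 4 rose (set adjusted p = 0.00402, 0.138 with an estimated correlation), with *al-2*, *al-3* and *ylo-1* at 0.79 ± 0.07, 0.67 ± 0.06 and 0.76 ± 0.06. Of 5 glyoxylate and gluconeogenesis genes 4 rose (adjusted p = 0.0115, 0.201 with an estimated correlation), with the malate synthase gene *acu-9* going from 50.8 ± 6.55 to 111 ± 2.40 CPM. In the conidiation list 2 genes rose. All 7 cytosolic ribosome genes fell (adjusted p = 0.00697, 0.316 with an estimated correlation), with *crp-10* at -0.35 ± 0.08. With library size as the only scaling, the log2 fold change of *crp-10* from 60 to 120 min was -0.43 and not called (adjusted p = 0.0925). Among lists not called as sets, 4 of 11 polarity and signalling genes fell (0.0503), with *so* and *mak-1* at -1.09 ± 0.10 and -0.72 ± 0.06, 3 of 7 sugar transport genes fell (0.0649), with *hgt-1* at -1.89 ± 0.12, and 4 of 12 heat-shock genes fell while 1 rose (0.44), with *hsp70-1* at -0.66 ± 0.13. Adjusted over the list alone, 8 core enzyme genes, 5 polarity genes, 4 nitrogen genes and 29 glycoside hydrolase genes changed, against 7, 4, 3 and 25 over all genes, and the other lists had the same numbers.

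Among SMC genes 46 rose and 19 fell from 60 to 120 min, 65 in all and 68 adjusted over the list alone. The changed share was 46.4% against 38.9% of other genes (Fisher's exact test, two-sided p = 0.0801, adjusted p = 0.0961), and 29.2% of the changed SMC genes fell against 47.0% of other changed genes (exact p = 0.00535, adjusted p = 0.0321). With library size as the only scaling the SMC genes changed from 60 to 120 min numbered 41 (27 rose, 14 fell), and 41.7% of all changed genes rose in place of 53.3%. The exact tests were not repeated under that scaling, and they treat neighbouring genes of a cluster as independent. Of 17 core enzyme genes 7 rose and 0 fell (set adjusted p = 0.0171, 0.376 with an estimated correlation). *pks-3* (NCU04865, chromosome IV, 525092 to 533876) had 16.4 ± 0.752 CPM at 60 min and 43.3 ± 3.18 CPM at 120 min (1.40 ± 0.10, adjusted p = 3.13e-07), and NCU08441 had 9.22 ± 0.471 CPM at 60 min and 22.2 ± 2.63 CPM at 120 min (1.27 ± 0.18, adjusted p = 9.96e-05). By camera 2 of 19 SMCs rose as sets, SMC no. 10 and SMC no. 20 (adjusted p = 0.0414 each, and 0.324 each with an estimated correlation), and fry called 13. SMC no. 10, a terpene cluster around *al-3* on chromosome V from 4020359 to 4032913, had 4 of 5 genes that rose, with NCU01425 at 1.88 ± 0.18 and NCU01426 near the threshold (0.55 ± 0.20, adjusted p = 0.0457), which lost its call with library size only and under most other alternatives. SMC no. 20, a peptide cluster on chromosome VII from 3720774 to 3763243, had 6 of 15 tested genes that rose and 0 that fell, with *poi-2* and NCU17268 at 3.51 ± 0.35 and 3.69 ± 0.58. These rises ran between low levels, from 0.420 to 4.96 CPM for *poi-2* and from 0.0519 to 0.667 CPM for NCU17268. NCU05761 and NCU17270, which also rose, had no count at 60 min and 0.283 and 0.103 CPM at 120 min. At 15 min *poi-2* had 105 CPM. From 15 to 60 min 9 of the 15 tested genes of SMC no. 20 had fallen and 5 had risen, with a median log2 fold change of -4.01 and no call as a set (camera adjusted p = 0.357). From 15 to 240 min the median was -4.13, so the rise at 120 min did not last and was small beside the earlier fall. The counts of called clusters rest on single libraries, since 0 SMCs were called without replicate 3 at 15 min or replicate 1 or 2 at 120 min and 4 without replicate 1 at 60 min.

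The step from 120 to 240 min ran from elongation to the first branch. Of 20 lists 8 were called as sets, and 0 of these with an estimated correlation. The 8 include the 6 lists called from 60 to 120 min, in the opposite direction, which is no separate evidence because both steps use the 120 min libraries. *eas* rose from 5.25 ± 0.446 to 58.8 ± 13.8 CPM (3.49 ± 0.15, adjusted p = 7.45e-09), and *cat-3*, *con-6* and *cat-1* had log2 fold changes of 2.68 ± 0.17, 2.67 ± 0.17 and 2.47 ± 0.15 (adjusted p = 1.05e-07, 1.4e-07 and 9.96e-08). *aod-1* fell from 379 ± 24.9 to 65.5 ± 16.8 CPM (-2.53 ± 0.17, adjusted p = 1.81e-07), and *poi-2*, *chit-1* and *bio-1* had log2 fold changes of -3.89 ± 0.37, -2.45 ± 0.25 and -1.82 ± 0.09 (adjusted p = 3.34e-06, 5.76e-06 and 1.69e-08). Of 29 complex I genes 26 fell and 1 rose (set adjusted p = 1.51e-11, 0.285 with an estimated correlation), 4 of 5 carotenoid genes fell (0.00562, estimated 0.157), 4 of 5 glyoxylate and gluconeogenesis genes fell (0.0104, estimated 0.193), and 8 of 17 core enzyme genes fell (0.008, estimated 0.285), where each estimated value is the adjusted p with an estimated correlation. *pks-3* went from 43.3 ± 3.18 to 15.3 ± 1.71 CPM and *al-2* from 20.9 ± 0.729 to 12.3 ± 0.617 CPM. Of 11 conidiation genes 6 rose and 2 fell (0.0159), 6 of 7 ribosome genes rose (0.008), 4 of 11 polarity and signalling genes rose (0.036) and 3 of 7 sugar transport genes rose (0.0372), all with adjusted p = 0.285 with an estimated correlation. *mak-1*, *so* and *hgt-1* had log2 fold changes of 0.74 ± 0.06, 1.08 ± 0.10 and 1.90 ± 0.12. The polarity call was lost without replicate 3 at 240 min (adjusted p = 0.0507), and the sugar transport call without replicate 3 at 120 min or replicate 2 at 240 min (0.0514 and 0.106). Adjusted over the list alone, 9 conidiation, 5 glyoxylate, 6 cell wall, 7 ribosome, 4 proteasome and 17 glycoside hydrolase genes changed, and the other lists had the same number as over all genes.

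The genes changed from 120 to 240 min numbered 3250 of 8330 (39.0%), of which 1514 rose and 1736 fell, 220 and 278 of them at least 2-fold. With library size as the only scaling 1080 rose and 624 fell, and without replicate 2 at 120 min 2971 genes changed. Of the SMC genes 21 rose and 45 fell, 66 in all and 69 adjusted over the list alone (47.1% changed against 38.9% of other genes, Fisher's exact test, two-sided p = 0.0542, adjusted p = 0.0813), and 68.2% of the changed SMC genes fell against 53.1% of other changed genes (exact p = 0.0174, adjusted p = 0.0522). With library size as the only scaling the SMC genes changed from 120 to 240 min numbered 41 (15 rose, 26 fell), and camera called 3 SMCs as sets. With TMM scaling camera called 0 of 19 SMCs as sets, with 4 at an unadjusted p under 0.05, and fry 13, while camera called up to 3 when 1 library was left out (3 without replicate 3 at 120 min, replicate 2 at 240 min or replicate 3 at 240 min, 2 without replicate 2 at 15 min or any 60 min library, and 1 without replicate 1 at 15 min).

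Over the whole course from 15 to 240 min 3293 genes rose and 3181 fell, 6474 of 8330 (77.7%). *nit-6*, *tol* and *gh61-2* had log2 fold changes of 6.28 ± 0.10, 6.04 ± 0.20 and 5.99 ± 0.17, and *poi-2*, *eas* and *ccg-13* of -8.30 ± 0.34, -7.56 ± 0.17 and -6.65 ± 0.36. A comparison of 60 with 240 min was added after the data were examined. It called 0 genes by edgeR's quasi-likelihood test in the fit of all 12 libraries, with 136 at an unadjusted p under 0.05 where chance gives 416, and 1 gene (NCU16627, chosen after its value was seen) by DESeq2 with 149 at an unadjusted p under 0.05. *eas* had 58.5 ± 0.0232 and 58.8 ± 13.8 CPM at these stages, *aod-1* 60.6 ± 11.8 and 65.5 ± 16.8 CPM and *pks-3* 16.4 ± 0.752 and 15.3 ± 1.71 CPM. In counts simulated for this comparison the test recovered 82 of 100 genes changed 1.5-fold and 99 of 100 changed 2-fold. These changes were planted only in genes above a minimum expected count, so recovery for genes of few counts was not measured. In the authors' deposited table of relative expression, 2694 genes (32.6%) had intervals that did not overlap between 60 and 240 min, 79 of them at least 2-fold apart and 0 of them called here. That table pools the 3 libraries of a stage, and 77.18% to 89.97% of genes had intervals apart in the other comparisons. Tissue of 1 stage under both labels and expression that returned by 240 min to its level at 60 min cannot be told apart in these data.

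**Figure D4:**
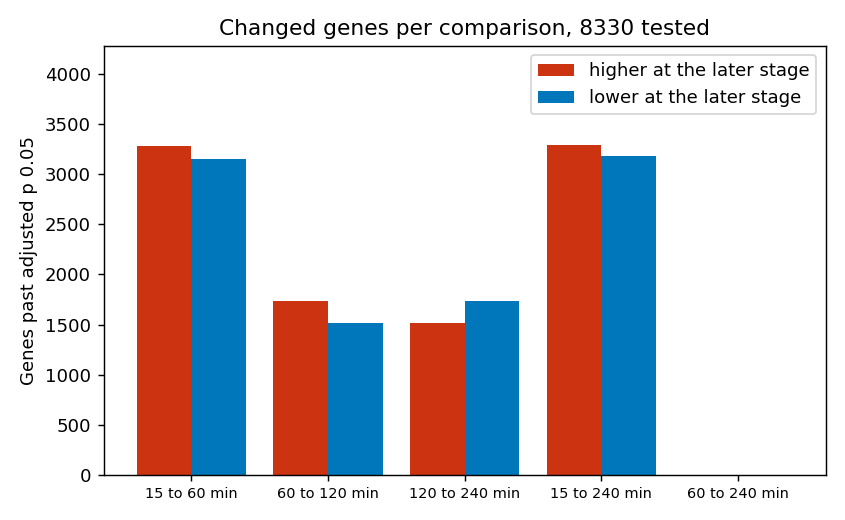
Number of genes past an adjusted p of 0.05 that were higher (red) or lower (blue) at the later stage, for each pair of stages on the x axis. The comparison of 15 with 60 min has 3285 and 3153 genes, and that of 60 with 240 min has 0.

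Coordination within SMCs was scored as the share of gene pairs and steps with the same direction, against random lists matched on expression. By that permutation test 0 of 19 SMCs passed after adjustment and 1 had an unadjusted p under 0.05. That cluster was SMC no. 10, with a share of 80.0% (permutation p = 0.042, adjusted p = 0.384). SMC no. 8, the pair *cel-1* and *cel-2*, could not have passed. Its share of 100% is the highest possible, and the 95th percentile of its random lists was also 100% (permutation p = 0.244, adjusted p = 0.386). The count of 0 therefore does not show that the genes of these SMCs lack coordination. In 7 SMCs (no. 3, 6, 7, 8, 12, 14 and 17) the tested genes sharing 1 pattern of called rises and falls were no fewer than the remaining tested genes. In 200 random draws the median was 3 and the range 0 to 8, and 5 draws had as many. Genes not tested are left out of this count, and only 6 of the 15 genes of SMC no. 3 and 6 of the 10 of SMC no. 6 were tested. SMC no. 7 on chromosome IV holds *pks-3* and *ada-6*, which had 16.4 ± 0.752 and 7.52 ± 0.239 CPM at 60 min and 43.3 ± 3.18 and 28.7 ± 3.08 CPM at 120 min. Some SMC genes had too few counts to be tested: NCU05759 and NCU05760 of SMC no. 20 had 0 counts in the 12 libraries, and *per-1* of SMC no. 9 had 37 counts in all and at most 0.158 CPM in a library.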

Values the study reported

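The study recognised 20 SMCs holding 177 genes in *N. crassa*. For Bird medium at 37°C it gave sampling times of roughly 15, 60, 120 and 240 min, and for potato dextrose agar at 25°C 15, 120, 240 and 360 min.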

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

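All alternatives were listed before the data were examined, except those for the comparison of 60 with 240 min, the removal of rRNA genes, fits without the libraries of a stage not compared, and lists reduced to genes with a symbol. Of 4795 recomputed values for 254 results on named genes, 4565 kept their direction and their side of the threshold, 177 fell out of the call, 13 entered it and 40 changed direction, and 180 of the 254 results never changed. For the 22 called sets 30 recomputed values fell out of the call and 0 changed direction. Where a cause is not named, the cause was not tested.

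A 2-fold threshold lowers each count by its construction. It left 2982 genes from 15 to 60 min, 494 from 60 to 120 min, 498 from 120 to 240 min, 3010 from 15 to 240 min and 3638 genes changed over the 4 stages, 71, 24 and 24 SMC genes at the 3 steps, and 2 SMCs with a shared pattern. Library size only gave 1499 genes changed from 60 to 120 min (625 rose, 874 fell, 41.7% rising against 53.3%) and 1704 genes changed from 120 to 240 min (1080 rose, 624 fell, 63.4% against 46.6%), with 41 and 41 SMC genes and 3 SMCs as sets from 120 to 240 min. It moved the median of all genes by 0.13 on the log2 scale from 120 to 240 min. The comparison of 60 with 240 min gave 1 gene with library size only, 1 by DESeq2, 2 in a fit of its 6 libraries and 1 when the 120 min libraries were left out of the fit. NCU06267 was the gene, or 1 of the genes, in each of these but DESeq2, which called NCU16627, the fit of 6 libraries also called NCU16541, and NCU01465 was called without replicate 2 at 240 min, all chosen after their values were seen.

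Fry called 17, 13 and 13 SMCs at the 3 steps, 20 lists from 15 to 60 min and 12 from 60 to 120 min. It asks whether the genes of a set move on balance one way and not whether they move more than others. The median or mean of a list differed in sign from its set test, always without a call, for cell wall synthesis from 15 to 60 min and for the mating and oxidative stress lists at the 2 later steps. With an estimated correlation 0 SMCs were called from 60 to 120 min, and 1, 0 and 0 lists at the 3 steps. Directions shared with the authors' deposited table were 99.1%, 86.7% and 84.0% over all genes and 100%, 100% and 99.969% over called genes.

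Leaving out 1 library at a time gave 0 to 1 genes between 60 and 240 min (1 without replicate 2 at 120 min or replicate 2 at 240 min), 0 to 4 SMCs as sets from 60 to 120 min (0 without replicate 3 at 15 min or replicate 1 or 2 at 120 min, 4 without replicate 1 at 60 min) and 0 to 3 from 120 to 240 min (3 without replicate 3 at 120 min or replicate 2 or 3 at 240 min, 2 without replicate 2 at 15 min or any 60 min library, 1 without replicate 1 at 15 min). The log2 fold changes that changed direction belong to genes not called at that step. With library size only they were 0.0033 for *cyp450-31* from 15 to 60 min, -0.055 for NCU06054, -0.0085 for NCU07119, -0.073 for *rbg-40* and -0.10 for NCU12075 from 60 to 120 min, and 0.12 for NCU05000, 0.0085 for *pks-1*, 0.059 for NCU06054, 0.0068 for NCU07119 and 0.10 for *rbg-40* from 120 to 240 min. The log2 fold change of NCU05000 from 120 to 240 min was also 0.011 with DESeq2 size factors, 0.0090 by DESeq2 and 0.0011 in a fit of the 6 libraries. With 1 library left out the log2 fold change of NCU06054 from 60 to 120 min ranged from -0.0072 to 0.066. The other ranges were -0.060 to 0.068 for *cyp450-31* and -1.14 to 0.74 for *pks-2* from 15 to 60 min, -0.036 to 0.081 for *rbg-40*, -0.61 to 0.69 for *pks-5* and -0.37 to 0.43 for NCU12075 from 60 to 120 min, and -0.18 to 0.16 for NCU05000, -0.34 to 0.77 for *pks-2* and -0.093 to 0.024 for *rbg-40* from 120 to 240 min.

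The replicate numbers did not pair the libraries: deviations of libraries with the same number correlated at -0.171 to 0.0645 over 18 pairs, and 2 of 12 libraries were closest to their own number. With the replicate number as a block the counts were 6395 genes changed from 15 to 60 min, 3128 genes changed from 60 to 120 min, 3168 genes changed from 120 to 240 min, 6446 genes changed from 15 to 240 min, 0 between 60 and 240 min, 6945 genes changed over the 4 stages, 111, 65 and 66 SMC genes, 0, 2 and 0 SMCs as sets and 6, 7 and 8 lists. Depth limits genes with few counts, such as *pks-2* at 0.0710 CPM and *pks-5* at 0.109 CPM at 60 min.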

Other observations

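The tests of technical explanations and the splits of libraries in this part were chosen only after the results they bear on were seen.

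Some genes of the lists too short for a set test changed. The autophagy genes *apg-1* and *atg-8* fell from 15 to 60 min by 1.99 ± 0.13 and 0.80 ± 0.08 on the log2 scale (adjusted p = 5.9e-09 and 4.34e-07) and rose by 0.55 ± 0.13 and 0.62 ± 0.08 from 60 to 120 min (adjusted p = 0.00362 and 3.96e-05), a call lost with library size only for *apg-1*. *rbg-40*, the ribosome biogenesis gene, had a log2 fold change of -0.51 ± 0.08 from 15 to 60 min (adjusted p = 8.52e-05), and the cytochrome P450 gene *cyp450-31* had -0.02 ± 0.16 (adjusted p = 0.923), with a direction that changes with library size only. Among glycoside hydrolase genes, *gh61-7* rose from 0.201 ± 0.110 to 10.8 ± 0.448 CPM, *gh10-4* was at least 42.1-fold lower at 60 min against a floor of 3 counts over the stage, and *gh76-5* fell from 346 ± 27.4 CPM at 60 min to 179 ± 7.99 CPM at 120 min. *ccg-9*, a trehalose synthase gene of the carbohydrate reserve list, rose by 2.66 ± 0.35 from 60 to 120 min (adjusted p = 4.99e-05) and had -2.87 ± 0.36 from 120 to 240 min (adjusted p = 3.51e-05).

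No gene was called between 60 and 240 min in the edgeR fit of all 12 libraries with TMM scaling, with 136 at an unadjusted p under 0.05 where chance gives 416. DESeq2 called 1 (NCU16627). Some other edgeR fits called 1 or 2: NCU06267 with library size only, in the fit of the 6 libraries (with NCU16541), without the 120 min libraries and without replicate 2 at 120 min, and NCU01465 without replicate 2 at 240 min, all chosen after their values were seen. Few libraries alone do not keep genes from being called, since the comparison of 60 with 120 min called 3247 genes with as many libraries. That comparison had a larger median distance, 0.681. Smaller changes could still be missed, because the simulation planted none under 1.5-fold. The counts of both stages are not copies of each other, since the lowest median chi-square of a 60 and 240 min pair was 1.41. Whether the same libraries were deposited under both stages is not decided beyond that. The sampling noise value of 0.455 treats counts as independent reads, and 1.41 was below the lowest pair within a stage (1.76). Tissue of 1 stage under both stage labels and expression at 240 min that had returned to the level of 60 min cannot be told apart. Both predict a median distance between these libraries near the 0.436 and 0.447 within the stages, and it was 0.439. Single pairs of a 60 and a 240 min library ranged from 0.378 to 0.483, against 0.393 to 0.444 within 60 min and 0.443 to 0.460 within 240 min. Both also predict no more genes at a low p than chance gives. Neither by itself predicts as few as 136 where chance gives 416, and the cause of that was not tested. The conflict between the time labels adds to the doubt about these stages without deciding it.

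For the 3247 genes called between 60 and 120 min, the 120 min library with a rRNA share of 37.9% is argued against as the whole cause, since 2706 of them (83.3%) were still called in the same direction without it. A trend with gene length is argued against as the whole cause too. With the trend removed from each library 151 genes lost their call and 467 gained one, and 3096 of the called genes (95.35%) were still called in the same direction. The rank correlation of fold change with length was -0.0791 across genes before and 0.0090 after removal. Genes are not independent replicates. GC content was not examined, and a change in expression with stage stays open.

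*cat-1*, *cat-3* and 6 of the 11 conidiation genes fell from 60 to 120 min and rose from 120 to 240 min, while the catalase gene *cat-2* and the conidiation genes *ccg-9* and *acon-3* went the other way. The lower level of the former at 120 min could come from conidia still in the 15 min state in the 60 and 240 min libraries. Other abundant transcripts of the 15 min libraries (179 genes of at least 1000 CPM outside the conidiation and oxidative stress lists, the fifth lowest ratio to 15 min) allow a share of up to 3.51% at 60 min and 3.65% at 240 min. *cat-1* and *cat-3* would need at least 24.1% and *csp-2* at least 43.8%, which argues against it for these 3 genes. The other 5 conidiation genes would need a median of 1.34% at 60 min and 1.35% at 240 min, inside that limit. No single share serves all 5, since the level of *eas* caps it at 0.526% at 60 min (0.706% from the most favourable libraries) and *con-10*, *con-6*, *con-8* and *ccg-1* would need from 1.28% to 2.55% at 60 min. *eas* is not alone in this. At 60 min NCU09231, NCU09859 and *poi-2* had 0.0018, 0.0017 and 0.0042 of their 15 min level. *con-13* was at least 482-fold lower at 60 min and 449-fold at 240 min. These levels argue against conidia in the 15 min state for *con-10*, *con-6*, *con-8* and *ccg-1*. For *eas*, which would need 0.479% at 60 min, the margin is smaller and the question stays open. The capping genes were chosen as large falls, and conidia that had lost some transcripts were not examined.

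Splits of the 6 libraries of 2 stages number 10, too few for a share under 0.05. Every split but the real one mixes the 2 stages in unequal numbers and keeps part of their difference, so none shows chance alone. The real split and the highest of the others gave 6438 and 0 genes from 15 to 60 min, 3247 and 3 from 60 to 120 min, 3250 and 2 from 120 to 240 min, 6474 and 0 from 15 to 240 min and 0 and 1 from 60 to 240 min. SMC genes gave 114 and 0, 65 and 0, and 66 and 0 at the 3 steps, SMCs as sets 0 and 1, 2 and 1, and 0 and 2, and lists 6 and 8, 6 and 4, and 8 and 4. From 15 to 60 min 7 of the 10 splits gave at least the 6 lists of the real one. Of 100 regroupings of the 12 libraries, 1 (the real one) reached 7020 genes over the 4 stages and the highest other gave 5332. A random grouping of the libraries is thus argued against for that count. SMCs with a shared pattern numbered 7, which 2 of the 100 regroupings reached (the real one and 1 other with 12), a share under 0.05. Since 1 other regrouping exceeded the real count, chance is not excluded for it. A pattern needs called genes, so the regroupings do not show whether the genes of a SMC are more alike than other genes. The random draws matched on expression bear on that, and 5 of 200 had as many as 7. They take genes as independent, which neighbouring genes of a cluster are not. SMCs with coordinated change numbered 0, a count that each of the 100 regroupings reaches by definition (highest other 1), so this one says nothing about chance.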
